A study of Mus musculus with 26 samples.

How the data were processed

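Left ventricle tissue was taken from mice aged 12 to 16 weeks after 2 weeks of saline infusion from an implanted pump, per the labels' protocols. RNA was extracted from about 20 mg of tissue on columns with DNase treatment, and every sample had an RNA integrity number of at least 7.7, per the labels. Strand-specific libraries were made from 500 ng of total RNA with poly-A selection. Per the labels, the floxed Ppp2r2a line came from C57BL6/N and the Cre line from FVB, so the background is mixed and Cre-positive mice carry FVB sequence that the controls need not carry. Mice with Cre and without floxed alleles were not analysed here.

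The authors deposited whole-number counts per gene for all 26 samples in one matrix, with Ensembl gene IDs and gene names and without normalization. The aligner, the counting tool, the genome build, the annotation release and the use of strand in counting are not stated in the labels or the file. Reads of paralogs, pseudogenes and overlapping genes can therefore have been split or lost by the authors' counting, and such genes are given as uncertain. No coordinates are given, because the build is not stated. Chromosomes, the order of genes, transcript length (the longest annotated transcript) and GC content came from GENCODE M21 by gene ID, which matched 15094 of the 15357 genes tested (98.3%).

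Samples were grouped by the genotype and sex in the labels, and every column of the matrix matched 1 sample. To look for a library present more than once, the counts of all 72 pairs of samples within groups were compared by chi-square per degree of freedom. It ranged from 7.80 to 37.0, so no pair agreed within sampling noise and all 26 samples were kept as separate mice.

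Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and 1 model with a mean for each of the 4 groups was fitted to all 26 samples, with robust dispersion estimates and quasi-likelihood F tests. The 6 contrasts were cKO against Ctrl in males and in females, the difference between these, female against male in Ctrl and in cKO, and the mean genotype effect. P values were adjusted by Benjamini-Hochberg over all genes tested and a gene was called at an adjusted p under 0.05. Standard errors were derived from the fold change and its F statistic. CPM values were computed from the TMM-scaled totals, and log2 CPM with a prior count of 2. Gene families were tested with camera in limma 3.58.1 on voom values, with adjustment over 12 tests (4 families and 3 contrasts). Permutation tests are two-sided.

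The genes named are Ppp2r2a, genes of the fixed lists past an adjusted p under 0.05, and the 5 higher and 5 lower genes of smallest p among those called in males, in females and in the interaction. For the sex contrasts they are Xist, Ddx3y, Uty, Kdm5d, Eif2s3y and the 3 higher and 3 lower autosomal genes of smallest p. Of the genes this rule selects, 1 is not reported here. The rule, the tests, the lists and most alternatives were set before the data were examined. Genes named outside the rule are those that passed when adjusted over their own list, and Tlr6, Shisa3, Cracd and Lbhd1, which were chosen after their values were seen.

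The alternatives tried were DESeq2 size factors within edgeR, the DESeq2 1.42.0 Wald test, limma voom with sample quality weights, no robust estimation, no filter, a mean of at least 5 CPM, only the compared groups in the fit, the replicate number as a block, 1 surrogate variable from sva 3.50.0, stricter thresholds, and each mouse left out in turn. For gene families they were fry, the correlation estimated per family, and the block. A correction for transcript length and GC content, that correction with the block or with the estimated correlation, and omission of the female mice numbered 2 were chosen after seeing the data. The correction fitted natural splines with 4 degrees of freedom for each property to each library and used them as an offset. The replicate numbers that define the block come from the sample titles. They name different mice, and nothing in the labels says that mice sharing a number were littermates or processed together.

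The methods were tested on 3 simulated data sets with the real library sizes, control means and dispersions, in which 200 genes were changed in cKO males. Of 15144 genes tested in the first of these, the edgeR fit recovered over all data sets 21.6% of changes of 0.25 on the log2 scale, 65.1% of 0.5 and 85.1% of 1 in the male contrast, with 5.49% false calls. As an interaction it recovered 3.38%, 42.5% and 75.7%, with 5.47% false calls. False calls in the male contrast made up 11.7% with DESeq2 and 5.77% with voom. In a simulated set with a length trend per library, tested on 15158 genes, the correction brought the Spearman rho with length from 0.0949 to 0.00168, which its splines do by construction. False calls were 4 of 128 without the correction and 8 of 138 with it. The simulated trend was drawn at random for each library, independent of genotype. It therefore does not test the correction where the trend follows genotype, as it did in males.

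Total counts ranged from 14.4 to 30.9 per library, in units of 1e6 counts. The smallest abundance taken as detectable was 3 counts. Reads were counted without molecular identifiers, so floors cover counting error only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.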

Results

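Gene expression was measured by RNA sequencing of left ventricle tissue from 26 mice. The mice carried loxP-flanked alleles of Ppp2r2a, the gene for B55α, a regulatory subunit of the phosphatase PP2A. In the knockout mice (cKO), a Cre recombinase under the cardiomyocyte promoter αMHC removes the flanked sequence from heart muscle cells. The control mice (Ctrl) carried the flanked alleles without Cre. There were 6 Ctrl males, 7 cKO males, 6 Ctrl females and 7 cKO females, and each library came from a separate mouse. All mice had received a saline infusion, so the data describe the ventricle without a hypertensive stimulus. The series title names sex-specific regulation as the question, which the design addresses through the genotype effect in each sex and the difference between these effects.

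Total counts per library ranged from 14.4 to 30.9, in units of 1e6 counts. In these units they were 24.7 ± 3.94 in Ctrl males (SD, n = 6), 22.2 ± 2.88 in cKO males (SD, n = 7), 21.1 ± 2.38 in Ctrl females (SD, n = 6) and 18.3 ± 2.77 in cKO females (SD, n = 7). The 10 most abundant genes took 20.1% to 24.6% of a library's counts, and mitochondrially encoded genes took 13.8% to 19.2%. Total count, top 10 share, mitochondrial share and number of genes detected were compared between groups in 16 exact two-sided permutation tests, and the smallest adjusted p was 0.219. The female cKO libraries were the shallowest, and their totals were lower than those of the cKO males by this test before adjustment (exact p = 0.0274). Their mitochondrial share was also lower than that of the cKO males, with a difference of -1.57 percentage points (exact p = 0.0239 before adjustment). The smallest share that a library can show, taken as 3 counts of its total, lay between 0.0972 and 0.208 counts per 1e6 counts (CPM). Of 56941 genes listed, 29156 had a count in any library and 15357 were abundant enough to be tested.

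The targeted gene was examined first. Ppp2r2a (ENSMUSG00000022052) was at 37.4 ± 10.2 CPM in Ctrl males (SD, n = 6) and 14.1 ± 1.81 CPM in cKO males (SD, n = 7). It was at 40.4 ± 3.6 CPM in Ctrl females (SD, n = 6) and 13.4 ± 2.07 CPM in cKO females (SD, n = 7). The knockout mean was thus 37.8% of the control mean in males and 33.3% in females. These are counts over the whole gene and all cells of the tissue, while Cre acts in heart muscle cells. They do not give the transcript left within those cells. The highest cKO male was at 16.2 CPM and the lowest Ctrl male at 24.1 CPM. In females these were 16.2 and 36.2 CPM, so the genotypes overlapped in neither sex. Ctrl males 3 and 6, at 24.9 and 24.1 CPM, lay below the other Ctrl males (41.9 to 47.7 CPM). Whether their genotypes are recorded correctly was not tested, and both count in the male control mean and contrast. The log2 fold change was -1.40 (SE 0.14, edgeR adjusted p = 1.86e-06) in males and -1.58 (SE 0.14, edgeR adjusted p = 1.9e-07) in females. An exact two-sided permutation test over all 1716 splits gave p = 0.000583 in each sex. With the replicate number as a block the female fold change was -1.63. The difference between the sexes was -0.18 (SE 0.19) and was not significant (edgeR adjusted p = 0.999).

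**Figure D1:**
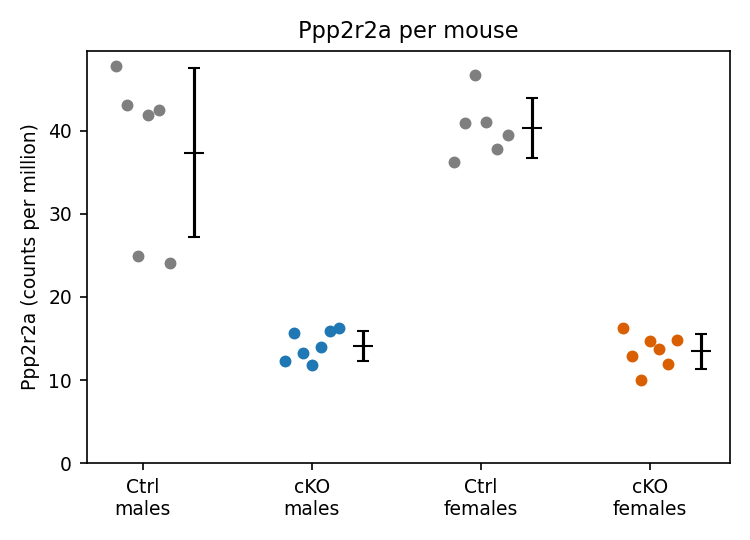
Ppp2r2a abundance in CPM (vertical axis) for each mouse, by group, with the group mean and SD drawn beside the points. The cKO mice of both sexes lie at or below 16.2 CPM and all Ctrl mice lie at or above 24.1 CPM.

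The genotype effect in males was tested next. At an adjusted p under 0.05, 68 genes differed between cKO and Ctrl males, of which 28 were higher and 40 lower in cKO. At an unadjusted p under 0.05 there were 2027 genes, against 768 expected by chance. The changes were small, with a median absolute log2 fold change of 0.27 over the 68 genes. Of these genes, 9 changed by at least 0.5 on the log2 scale, 7 higher and 2 lower in cKO. A DESeq2 Wald test called 399 genes, 63 of them among the 68. Without Ctrl male 5 the count was 4, all among the 68.

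Apart from Ppp2r2a, the lower genes with the smallest p were Eci1, Mrpl48, Sdhb and Atp5o, all with products in the mitochondrion. Eci1 fell from 327.6 ± 33.3 CPM in Ctrl males (SD, n = 6) to 257.3 ± 19.4 CPM in cKO males (SD, n = 7), a log2 fold change of -0.35 (SE 0.05, edgeR adjusted p = 0.00314), and lay below the control mean in 7 of 7 mice. The log2 fold change was -0.28 (SE 0.05) for Mrpl48, -0.26 (SE 0.05) for Sdhb and -0.22 (SE 0.04) for Atp5o. The higher genes with the smallest p were Gm3716, Pkd1, Ccdc157, Ltbp3 and Kmt2d. Pkd1 rose from 73.8 ± 4.08 to 91.6 ± 6.46 CPM (SD, n = 6 and 7), a log2 fold change of 0.31 (SE 0.06), and the log2 fold changes of Ccdc157, Ltbp3 and Kmt2d were 0.32, 0.28 and 0.32. After a correction for transcript length and GC content, Pkd1, Ccdc157, Ltbp3, Kmt2d and Atp5o were no longer past the threshold.

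Gm3716, a long noncoding RNA, had at most 3 counts in any control mouse. In cKO males it had 14 to 26 counts (0.950 ± 0.122 CPM, SD, n = 7), and their mean was at least 6.26-fold above the detection floor of the controls. In cKO females it had 4 to 29 counts (0.809 ± 0.379 CPM, SD, n = 7), and their mean was at least 5.13-fold above the floor. The lowest cKO female, at 0.280 CPM, was closer to that floor of 0.158 CPM. The edgeR adjusted p was 2.63e-06 in males and 5.18e-05 in females. DESeq2 gave it no adjusted p in males, and with only the compared groups in the fit it was not called in females. By GENCODE M21 it lies on chromosome 5, in a stretch that also holds Gm6517 and was chosen for its changed genes. With the changed genes left out of this stretch alone, 31.9% of 1318 windows elsewhere had as large a mean change. That comparison cannot tell, because the other windows kept their changed genes. With the 5 most changed genes left out of every window of 83 tested genes, the share was 3.09%. This second test was chosen after the result was seen.

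**Figure D2:**
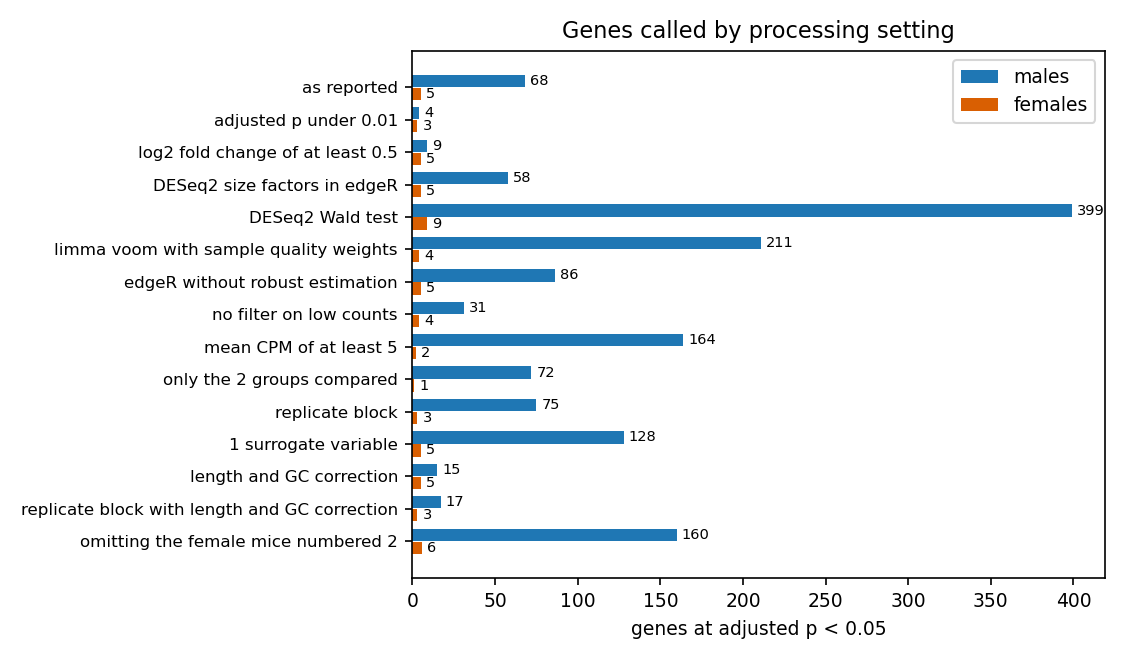
Number of genes at an adjusted p under 0.05 between cKO and Ctrl mice (horizontal axis) for males and females, under the reported setting and each alternative. The count in males runs from 4 to 399 and the count in females from 1 to 9.

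A pair of gene lists had been fixed in advance. Of 26 genes for PP2A subunits and regulators, 24 were abundant enough to be tested. Besides Ppp2r2a, 2 of them differed in males when adjusted over the list alone and 0 when adjusted over all genes. Every adjustment over this list included Ppp2r2a, whose small p follows from the deletion. That makes it easier for the other genes to pass, so such calls may depend on its inclusion. These were Tiprl (log2 fold change -0.19, SE 0.05, edgeR p adjusted over the list = 0.0203) and Ptpa (-0.15, SE 0.05, edgeR p adjusted over the list = 0.0354). Tiprl was at 31.4 ± 1.99 CPM in Ctrl males (SD, n = 6) and 27.6 ± 1.15 CPM in cKO males (SD, n = 7). In females 0 of the other 23 genes passed by either adjustment, and their smallest unadjusted p was 0.00683.

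Of 20 cardiac stress and matrix genes, 19 were tested. In males 7 differed when adjusted over the list alone, all of them higher in cKO, and 1 (Fn1) when adjusted over all genes. Fn1 rose from 38.4 ± 4.63 CPM in Ctrl males (SD, n = 6) to 55.4 ± 8.21 CPM in cKO males (SD, n = 7), a log2 fold change of 0.53 (SE 0.12, edgeR adjusted p = 0.0397). After the correction for transcript length and GC content it rose by 0.44 on the log2 scale and no longer passed over all genes (edgeR adjusted p = 0.125), and neither did it with the replicate number as a block (edgeR adjusted p = 0.0579) or without a filter (edgeR adjusted p = 0.101). The others were Nppa (log2 fold change 1.15), Ccn2 (0.92), Postn (0.69), Ankrd1 (0.52), Col1a1 (0.52) and Col1a2 (0.32). Nppa varied widely between mice, at 220.1 ± 113.1 CPM in Ctrl males (SD, n = 6) and 488.5 ± 220.6 CPM in cKO males (SD, n = 7). In females 0 of the 19 genes passed by either adjustment, with a smallest unadjusted p of 0.052. For the difference between the sexes 0 genes of either list passed, and the smallest unadjusted p values were 0.0621 for the PP2A genes and 0.0308 for the stress and matrix genes. A difference between the sexes was therefore not shown for any gene of these lists.

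In females 5 genes differed between cKO and Ctrl mice at an adjusted p under 0.05, 4 higher and 1 lower in cKO, and 791 genes had an unadjusted p under 0.05 against 768 expected by chance. The lower gene was Ppp2r2a and the higher genes were Gm3716, Ndnf, Eya1 and Gm6517. Ndnf was at 5.34 ± 1.48 CPM in Ctrl females (SD, n = 6) and 9.92 ± 1.46 CPM in cKO females (SD, n = 7), a log2 fold change of 0.89 (SE 0.15, edgeR adjusted p = 0.0079). Eya1 had a log2 fold change of 1.04 (SE 0.20, edgeR adjusted p = 0.0396). In males both genes moved the same way without passing the threshold, by 0.55 (edgeR adjusted p = 0.07) for Ndnf and 0.68 (edgeR adjusted p = 0.0726) for Eya1. Gm6517, a processed pseudogene whose reads can be shared with its parent gene, had a log2 fold change of 1.17 (SE 0.22, edgeR adjusted p = 0.0396) at 0.605 CPM in Ctrl and 1.37 CPM in cKO females, and is uncertain for that reason.

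Female mice with the same number in the labels deviated from their group means together more than other pairs did. The mean correlation of their deviations was 0.118 over 6 same-numbered pairs and -0.0186 over the 36 other pairs. With the replicate number as a block, 3 genes were called in females in place of 5. The fold changes of Eya1 (1.04) and Gm6517 (1.15) were then no longer significant, with edgeR adjusted p of 0.115 and 0.224.

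The difference between the genotype effects of the sexes was tested for every gene as an interaction. At an adjusted p under 0.05, 0 genes differed, and 0 with the replicate number as a block. At an unadjusted p under 0.05 there were 608, fewer than the 768 expected by chance. The smallest adjusted p was 0.707, for Gm6517 (difference 1.47, SE 0.31). Of the 68 genes called in males, 64 (94.1%) had the same sign in females. The median over these genes of the ratio of female to male change was 0.417. Because they were chosen for their male effect, a smaller change in females can arise from that choice alone. Of these 68 genes, 33 had an unadjusted interaction p under 0.05, a count taken over genes chosen for their male effect. The genes called in both sexes were 2, Ppp2r2a and Gm3716, both in the same direction (two-sided Fisher's exact test across genes, p = 0.000192, genes not being independent replicates). Since Ppp2r2a is the deleted gene, its call in both sexes follows from the design, and this p does not measure a shared response. At an unadjusted p under 0.05 in each sex there were 279 genes in common, 268 of them in the same direction, against 104 expected by chance. Across all 15357 genes the male and female log2 fold changes had a Spearman rho of 0.206. The number of calls in males exceeded that in females by 63. The excess was at least as large in 3 of 60 arrangements, the real one included. In these, same-numbered mice of one genotype exchanged their sex, separately in Ctrl and cKO. Sex differences can thus enter their genotype contrasts, so they do not show how large an excess chance gives.

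**Figure D3:**
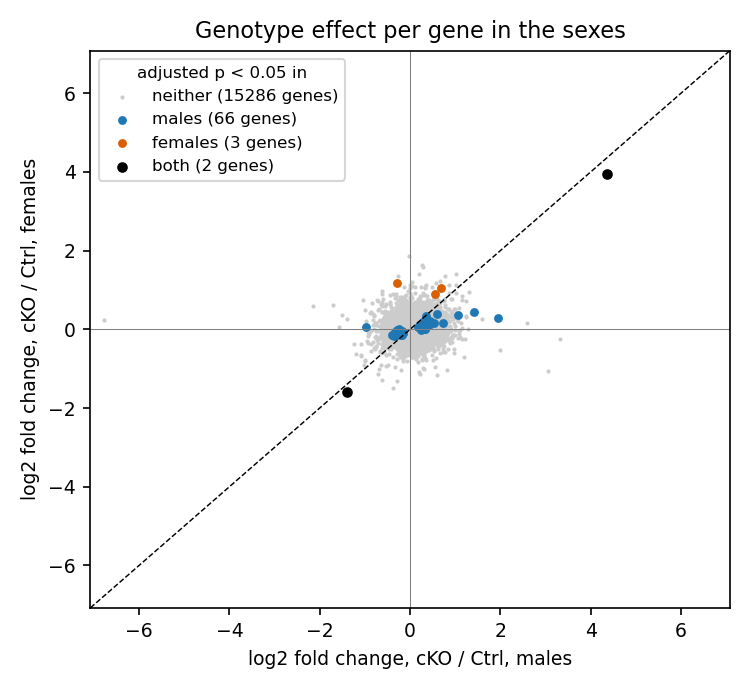
Log2 fold change between cKO and Ctrl mice for each of 15357 genes, in males (horizontal axis) and females (vertical axis), coloured by the sex in which the adjusted p was under 0.05, with a dashed line of equality. Ppp2r2a and Gm3716 lie near the line, and most genes called in males lie closer to 0 in females. Choosing genes by their male effect can by itself place them closer to 0 in females.

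Averaging the genotype effect over both sexes used all 26 mice. At an adjusted p under 0.05, 205 genes differed, 72 higher and 133 lower in cKO, and the median absolute log2 fold change among them was 0.17. Ppp2r2a changed by -1.49 (SE 0.10, edgeR adjusted p = 2.36e-10). Fn1 changed by 0.35 (SE 0.08, edgeR adjusted p = 0.0313) and was the 1 stress or matrix gene past the threshold over all genes, while 5 passed when adjusted over the list alone. Besides Ppp2r2a, 4 PP2A genes passed when adjusted over the list alone and 0 over all genes, with a smallest unadjusted p of 0.00581. The edgeR p adjusted over the list was 0.0491 for each of the 4, close to the threshold. That list included the deleted gene itself, which eases the adjustment, so these calls do not show a secondary change.

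Gene families fixed in advance were tested as sets with limma's camera at an inter-gene correlation of 0.01. The oxidative phosphorylation genes were taken by symbol from the Nduf, Uqcr, Cox and Atp5 genes, assembly factors included. They leave out the Sdh genes and all mitochondrially encoded subunits. The share of mitochondrially encoded genes did not fall in cKO males (difference from Ctrl males 0.664 percentage points, exact permutation p = 0.348 before adjustment). In males, 96 of 103 oxidative phosphorylation genes were lower in cKO (median log2 fold change -0.15, camera adjusted p = 4.61e-34). In females 93 of 103 were lower (median -0.07, camera adjusted p = 6.87e-16, and 3.08e-17 with the replicate number as a block). The 82 cytosolic ribosomal protein genes were lower in males (median -0.12, camera adjusted p = 3.09e-14) and did not pass in females (median 0.03, camera adjusted p = 0.0753, and 0.129 with the block). The 32 collagen genes were higher in males (median 0.24, camera adjusted p = 7.15e-09) and did not pass in females (median 0.04, with a sign that changed in 2 of 12 settings, camera adjusted p = 0.1, and 0.129 with the block). The 26 sarcomere genes did not pass in males (median -0.02, with a sign that changed in 1 of 12 settings, camera adjusted p = 0.07) and were lower in females (median -0.05, camera adjusted p = 0.0107, and 0.0468 with the block).

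The difference between the sexes passed for oxidative phosphorylation (median 0.08, camera adjusted p = 2.1e-10, and 6.39e-10 with the block), ribosomal proteins (median 0.15, camera adjusted p = 3.17e-18, and 6.33e-18 with the block) and collagens (median -0.24, camera adjusted p = 6.62e-06, and 5.54e-06 with the block). It did not pass for the sarcomere, whose median changed sign in 5 of 11 settings (camera adjusted p = 0.945, and 0.899 with the block). These p values rest on the fixed correlation. When camera estimated the correlation within each family, 0 of the 12 tests passed, and the smallest adjusted p was 0.0723, for oxidative phosphorylation in males.

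The mean of each family was therefore also compared over mice, in 8 exact two-sided permutation tests chosen after the camera results were seen. The oxidative phosphorylation mean differed in males by -0.14 on the log2 scale (exact p = 0.000583, adjusted 0.00466) and in females by -0.06 (exact p = 0.13, adjusted 0.26). The collagen mean differed in males by 0.25 (exact p = 0.00291, adjusted 0.0116) and in females by 0.07 (exact p = 0.522, adjusted 0.738). The ribosomal protein mean differed in males by -0.11 (exact p = 0.0524, adjusted 0.14) and in females by 0.04 (exact p = 0.646, adjusted 0.738). The sarcomere mean did not differ in either sex. In a permutation test of the interaction over mice, p was 0.128 for oxidative phosphorylation, 0.131 for ribosomal proteins, 0.176 for collagens and 0.606 for the sarcomere, so the sexes were not distinguishable at the level of mice.

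**Figure D4:**
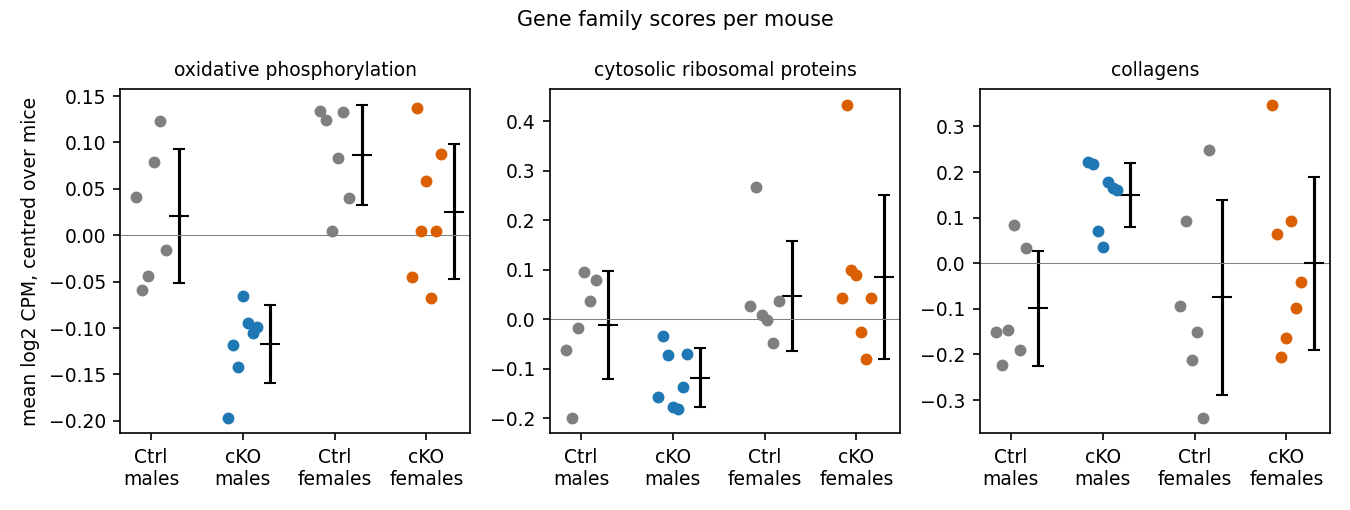
Mean log2 CPM of the genes of each family per mouse, centred over all mice (vertical axis), with the group mean and SD beside the points. All cKO males lie below all Ctrl males for oxidative phosphorylation and above the control mean for collagens, where Ctrl male 4 lies above cKO males 3 and 4, and the female groups overlap.

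The sexes were compared within each genotype. In Ctrl mice 98 genes differed at an adjusted p under 0.05, 44 higher and 54 lower in females. By the GENCODE M21 annotation 83 of them lie on autosomes, 8 on X and 5 on Y. In cKO mice 414 genes differed, 219 higher and 195 lower in females, with 381 on autosomes, 25 on X and 5 on Y. Xist had at most 2 counts in any male and at least 3277 in any female, and Ddx3y, Uty, Kdm5d and Eif2s3y had at most 2 counts in any female and at least 299 in any male, so the labelled sex matched these genes in all 26 mice. Uty and Kdm5d had 0 counts in all females. Xist was at least 1086-fold above the detection floor in females.

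Among autosomal genes, C7 was the lower gene with the smallest p in females of both genotypes. It was at 25.9 ± 8.92 CPM in Ctrl males (SD, n = 6) and 2.77 ± 0.992 CPM in Ctrl females (SD, n = 6), a log2 fold change of -3.22 (SE 0.29, edgeR adjusted p = 9.46e-08), and the log2 fold change in cKO mice was -2.97 (SE 0.26, edgeR adjusted p = 8.22e-08). Hsd11b1 fell by 1.09 on the log2 scale from Ctrl males to Ctrl females and was also lower in cKO females (edgeR adjusted p = 8.62e-07). Penk was lower in Ctrl females (-1.51). Col14a1 (1.47), Slc38a1 (1.08) and Thy1 (0.61) were higher in Ctrl females. Ddx39b (0.28), Fmc1 (0.31) and Il11ra1 (0.25) were higher in cKO females, and Il11ra1 is uncertain because near-identical copies of it can share reads.

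The sex differences called in both genotypes were 47 genes, all in the same direction. Of the 367 genes called only in cKO mice, 345 had the same sign in Ctrl mice and 77 had an unadjusted interaction p under 0.05. The larger number of calls in cKO mice is thus not a tested difference between genotypes for any gene, since the interaction called 0.

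Fold changes were compared with transcript length, taken from GENCODE M21 for 15092 of the tested genes (98.3%). Across genes, which are not independent replicates, the male log2 fold change rose with length (Spearman rho 0.254), and the female one rose less (0.102). The difference between females and males in cKO mice fell with length (-0.173), as did the interaction (-0.162), while that in Ctrl mice had a Spearman rho of -0.0364. From the shortest to the longest decile the median log2 fold change ran from -0.06 to 0.08 in males and from -0.005 to 0.02 in females. The 28 genes higher in cKO males had a median transcript length of 6093 bases and the 40 lower genes 1577 bases, against 3192 over all genes tested. After a correction for length and GC content, 15 genes were called in males, 2 higher and 13 lower, and 11 of them were among the 68. The female count stayed at 5, the same genes. For sex in cKO mice 335 genes were called after the correction, 275 of them among the 414.

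**Figure D5:**
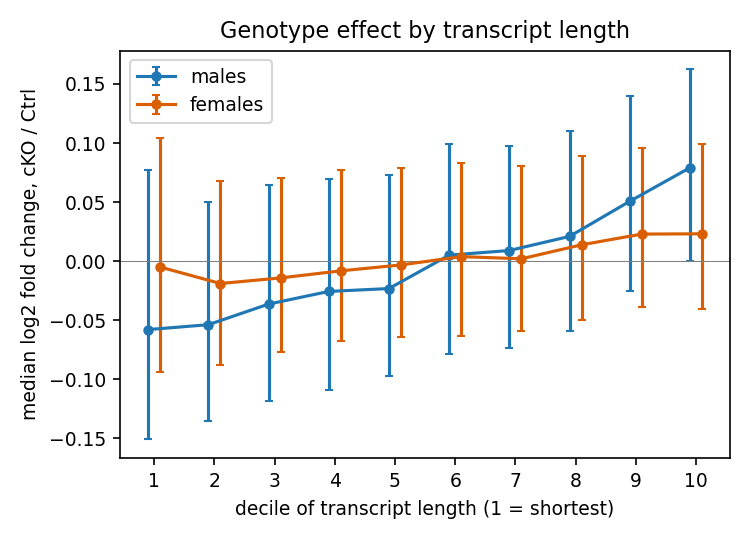
Median log2 fold change between cKO and Ctrl mice (vertical axis) by decile of transcript length (horizontal axis, shortest first), in males and females, with bars from the lower to the upper quartile of genes. The male median runs from -0.06 in the shortest decile to 0.08 in the longest.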

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

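The permutation tests of gene families over mice in this part were chosen only after the result was seen.

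By limma's camera at a fixed inter-gene correlation, the genotype effect differed between the sexes for oxidative phosphorylation genes (median difference of log2 fold changes 0.08, adjusted p = 2.1e-10), cytosolic ribosomal protein genes (0.15, adjusted p = 3.17e-18) and collagen genes (-0.24, adjusted p = 6.62e-06). A technical explanation is that genes of a family vary together between mice, which the fixed correlation of 0.01 understates. A permutation of the interaction over mice gave p = 0.128, 0.131 and 0.176 for these families. Exchanging the sex of same-numbered mice within genotype gave a camera p as small in 9, 11 and 6 of 60 arrangements, the real one included, and in 59 of 60 for the sarcomere. Ctrl and cKO mice were exchanged separately, so sex differences can enter the interaction of these arrangements, and their counts cannot settle the question. By the permutation over mice, shared variation between mice may account for the small camera p values. A difference between the sexes was not shown over mice.

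The genotype effects within a sex were set against 64 arrangements each, in which same-numbered mice of the sex exchanged genotype. In males a camera p as small arose in 1 arrangement, the real one, for oxidative phosphorylation, in 12 for ribosomal proteins, in 5 for collagens and in 27 for the sarcomere. In females the numbers were 8, 36, 46 and 12. By camera p over these arrangements the male fall in oxidative phosphorylation stood apart. The family means over all 1716 splits of the males also set the collagens apart (difference 0.25, exact permutation p = 0.00291, adjusted 0.0116), with 7 of 7 cKO males above the control mean. That test was not run on values corrected for length and GC content. With the correction the median edgeR log2 fold change in males was 0.15 in place of 0.24 for collagens, -0.08 in place of -0.13 for ribosomal proteins and -0.12 in place of -0.15 for oxidative phosphorylation.

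For Gm6517, all cKO males lay below the Ctrl male mean and all cKO females above the Ctrl female mean, with a difference between the sexes of 1.47 on the log2 scale. The same held for Ddx39b, with a difference of 0.18 (-0.10 in males and 0.08 in females). Both were tested as interactions in edgeR, with an unadjusted p = 4.61e-05 and adjusted p = 0.707 for Gm6517, and an unadjusted p = 0.0111 and adjusted p = 0.999 for Ddx39b, so neither passed. Gm6517 is a processed pseudogene at about 1 CPM and its reads can be shared with a parent gene, which was not tested.

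Single mice stood apart from the rest of their group in 8 of 172 comparisons by Dixon's ratio, where chance gives 8.6. Ctrl female 4 had a total of 25636900 counts against at most 21209900 in the other Ctrl females (ratio 0.641). The mitochondrial share of cKO male 1 was 16.6% against at least 18.02% (0.607). Col1a1 was at 135.6 CPM in cKO female 1 against at most 95.2 CPM (0.690), and Penk in the same mouse at 4.42 CPM against at least 8.75 CPM (0.729). Ltbp3 was at 47.4 CPM in cKO female 2 against at least 51.1 CPM (0.650). Ptpa was at 59.3 CPM in cKO male 2 against at least 67.3 CPM (0.628). The ribosomal protein score was 0.27 in Ctrl female 2 against at most 0.04 in the other Ctrl females (0.731), and 0.43 in cKO female 2 against at most 0.10 (0.648). In 6 of the 8 cases the mouse was the highest or lowest of its group in total count, top 10 share or mitochondrial share. Of these, 2 are cases of such a measure itself, and the other 4 come from 2 mice, cKO females 1 and 2. Being highest or lowest in such a measure is common in groups this small. The check therefore cannot show whether library depth or composition lies behind these cases. No biological explanation was tested for single mice.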

How the results depend on the processing

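Ppp2r2a kept its direction and stayed past the threshold in both sexes under every alternative, and from -1.50 to -1.32 in males and -1.63 to -1.52 in females across the 26 fits that each left out one mouse. The interaction called 0 genes in every alternative that includes all 4 groups and in every such fit (608 genes at an unadjusted p under 0.05 as reported). The number of calls for the other contrasts depended on the processing, and the causes were not tested except for length.

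With the DESeq2 Wald test there were 399 calls in males, 9 in females, 253 for sex in Ctrl, 707 for sex in cKO and 549 for the average effect, the excess of male over female calls was 390, and 1 PP2A gene passed over its list in females. In simulated data DESeq2 made 11.7% false calls in males where edgeR made 5.49%. With voom there were 211 in males, 688 for sex in cKO and 325 for the average, and the excess was 207. Without a filter there were 31 in males, 244 for sex in cKO and 113 for the average, the excess was 27 and the correlation of male and female fold changes was 0.0578. With a mean of at least 5 CPM there were 164 in males and 2 in females, the excess was 162 and the correlation 0.327. With only the compared groups in the fit there were 72 in males (37 higher, 35 lower), 1 in females (Ppp2r2a) and 61 for sex in Ctrl. The overlap of the sexes was then 1 gene, and 4 stress and matrix genes passed in males. With 1 surrogate variable there were 128 in males, 164 for sex in Ctrl and 309 for the average, and the excess was 123.

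At an adjusted p under 0.01 there were 4 calls in males, 3 in females, 35 for sex in Ctrl, 69 for sex in cKO and 23 for the average. With a log2 fold change of at least 0.5 there were 9 in males (7 higher, 2 lower), 104 for sex in cKO and 21 for the average (15 higher, 6 lower). The excess of lower over higher genes among the reported calls of these genotype contrasts was thus reversed.

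With the replicate number as a block there were 3 calls in females and 1 PP2A gene in males, beside 75 calls in males, 98 for sex in Ctrl, 361 for sex in cKO and 170 for the average. Same-numbered mice did not deviate together in males (mean correlation -0.0259), Ctrl mice (-0.00679) or cKO mice (0.0300). The following alternatives were chosen after seeing the data. The length and GC correction gave 15 calls in males (2 higher, 13 lower) and 125 for the average (25 higher, 100 lower), with an excess of 10. The block with this correction gave 17 in males, 3 in females, 233 for sex in cKO and 67 for the average, with an excess of 14. Omitting the female mice numbered 2 gave 160 in males and an excess of 154, and these 160 included all 68.

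Leaving out each mouse in turn gave from 4 to 122 calls in males, from 3 to 7 in females, from 54 to 125 for sex in Ctrl, from 163 to 548 for sex in cKO and from 96 to 349 for the average. The excess of male calls ran from -1 to 119, and was -1, the reversed sign, without Ctrl male 5. The overlap ran from 2 to 3 genes, the correlation from 0.16 to 0.249, the stress and matrix genes from 2 to 8 in males and from 0 to 1 in the interaction, and the PP2A genes from 0 to 2 in males and from 0 to 1 in females.

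For gene families, fry gave adjusted p of 0.218 for ribosomal proteins in males, 0.195 for oxidative phosphorylation and 0.38 for the sarcomere in females, and 0.218 for the interactions of oxidative phosphorylation, ribosomal proteins and collagens. With the correlation estimated per family, adjusted p in males was 0.0723 for oxidative phosphorylation, 0.292 for ribosomal proteins and 0.222 for collagens, in females 0.224 for oxidative phosphorylation and 0.393 for the sarcomere, and 0.254 for those 3 interactions. With the length and GC correction the sarcomere passed in males (0.00855) and ribosomal proteins in females (0.000191), and with the block added these were 0.0355 and 0.000745. With the correlation estimated and the length and GC correction, adjusted p in males was 0.381 for ribosomal proteins and 0.355 for collagens, in females 0.20 for oxidative phosphorylation and 0.381 for the sarcomere, and in the interaction 0.381 for oxidative phosphorylation and 0.355 for ribosomal proteins and collagens.

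Among single genes named by rule, 30 of the values under these alternatives were no longer past the threshold, and none changed sign. Leaving out single mice did the same to 64 values.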

Other observations

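The length and same-number tests and the chromosome test with genes left out of every window alike were chosen only after the result was seen. The depth, spread and marker tests, the other chromosome test and the counts over other arrangements were chosen before their results were seen.

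Other arrangements of the mice were compared with the real one by exchanging same-numbered mice, so that every arrangement parts the same pairs. For males 1 of 64 arrangements, the real one, gave as many as 68 genes, and the largest other count was 27. For females 1 of 64 gave 5, and the largest other count was 1. Both the 68 and the 5 include the deleted gene. At an unadjusted p under 0.05, as many as the 2027 genes of the males arose in 1 of 64. As many as the 791 genes of the females arose in 10 of 64, the real one included. For the average effect 1 of 100 gave 205, for sex in Ctrl 1 of 32 gave 98 and for sex in cKO 1 of 64 gave 414. For the interaction 38 of 60 gave at least its 608 genes at an unadjusted p under 0.05, and the largest number past the threshold in another arrangement was 1. Those 60 arrangements exchanged sex separately in Ctrl and cKO mice. Sex differences can therefore enter their interaction, and they do not show what chance gives. The overlap of 2 genes, of which 1 is the deleted gene, arose in 1 of 100 and a correlation of the sexes as high in 2 of 100. The lists gave as many genes in males in 1 of 64 for PP2A and 2 of 64 for stress and matrix genes. For PP2A this comparison favours the real arrangement, because exchanging mice weakens Ppp2r2a, whose small p eases the adjustment over the list. A count of 0 cannot be tested in this way, because all 64 of 64 arrangements in females and all 60 of 60 for the interaction give at least 0. This holds for both lists in both of these contrasts and for the interaction count of 0.

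The excess of male over female calls was as large in 3 of 60 arrangements that exchanged sex. Ctrl and cKO mice were exchanged separately, so sex differences can enter the genotype contrasts of these arrangements. They therefore cannot tell whether the excess stands apart from chance. With all libraries thinned to the smallest total count, 43 genes were called in males and 3 in females, so library depth alone does not account for the excess. The coefficient of variation between female mice was 1.16 times that between males (14.4% and 12.4%), and 12.7% without the females numbered 2, short of the 1.2 times set in advance as a candidate cause. The length and GC correction brought the excess from 63 to 10. A length bias of the libraries, a difference between the sexes in the strength of the response, and chance remain.

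The rise of male fold changes with transcript length is a pattern that RNA quality, library preparation or a biological shift from short to long transcripts could produce. Of the 68 male calls 11 remained after the correction, which would also remove a biological change that follows length, so this does not separate the explanations. Outside the families tested and other mitochondrial and ribosomal genes the Spearman rho was 0.239, close to the 0.254 over all genes, which is consistent with a trend across the transcriptome and not one carried by those families. The slope of log2 CPM on log2 length per mouse was 0.0280 ± 0.00993 in cKO males (SD, n = 7) and -0.0107 ± 0.0251 in Ctrl males (SD, n = 6), with an exact permutation p = 0.00350. In females the exact permutation p was 0.490. The slope thus followed genotype in males only, and the sexes were not tested against each other. It spanned -0.0386 to 0.0265 among Ctrl males, so it also varies within a genotype. RNA integrity per sample and processing dates were not used here, and a length bias of the libraries cannot be ruled out for the male calls.

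Collagen genes were higher and oxidative phosphorylation genes lower in cKO males, which might reflect a different mix of cells. Markers of fibroblasts other than collagens differed by 0.07 on the log2 scale in males (exact permutation p = 0.433) and were higher in 4 of 7 cKO males. Cardiomyocyte markers differed by -0.08 (exact permutation p = 0.0932) and were higher in 1 of 7. Over 10 such tests in both sexes no adjusted p was under 0.458, so a shift in these cell types was not shown.

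Gm3716, Tlr6, Shisa3, Gm6517 and Cracd lie on chromosome 5 with 58 other tested genes between the outermost of them (GENCODE M21 order). Averaged over the sexes, Tlr6 changed by 1.07 (edgeR adjusted p = 0.0127) and Shisa3 by -0.77 (edgeR adjusted p = 0.0136). On the same average Cracd (1.11, edgeR adjusted p = 0.0575) and Gm6517 (0.44, edgeR adjusted p = 0.15) did not pass. The average for Gm6517 combines -0.29 in males (edgeR adjusted p = 0.583) and 1.17 in females (edgeR adjusted p = 0.0396). In males alone Tlr6 (edgeR adjusted p = 0.0912) and Shisa3 (edgeR adjusted p = 0.149) did not pass. Cracd changed by 1.95 in males (edgeR adjusted p = 0.0405) and by 0.28 in females (edgeR adjusted p = 0.986). Its edgeR adjusted interaction p was 0.999. A candidate explanation is a segment linked to the Cre insertion or to its FVB background, which would change these genes independently of Ppp2r2a. For the other 78 genes in and around this stretch, 31.9% of 1318 windows of as many genes elsewhere had as large a mean change. This comparison leaves the changed genes out of this stretch alone, so it cannot tell. With the 5 most changed genes left out of every window of 83 genes alike, 3.09% of 1294 windows elsewhere had as large a mean change. A linked segment thus remains a candidate explanation for a stretch that was chosen for its changed genes, and it was not separated from loss of Ppp2r2a because no mice with Cre alone were analysed here. The interaction gene with the second smallest p was Lbhd1 (difference -1.13, adjusted p = 0.999).

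The female mice numbered 2 of both genotypes deviated from their group means together (correlation 0.404, the highest of 42 pairs of Ctrl and cKO females). The pair numbered 1 had a correlation of 0.276, and the highest of the 36 pairs with different numbers was 0.205. The mice numbered 2 had the highest scores of immediate-early genes among all 26 mice (1.36 and 1.07 above the mean, log2) and stood apart in ribosomal protein genes. Shared handling or time of collection may explain this, and the labels give neither, so the pattern cannot be told apart from that explanation. The mean correlation of same-numbered females without numbers 1 and 2 was 0.00633.

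Ppp2r2a varied between control males: mice 3 and 6 were at 24.9 and 24.1 CPM, and the other 4 between 41.9 and 47.7 CPM. No explanation was tested, and a wrongly recorded genotype of mice 3 and 6 was not ruled out.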
